A study of Mus musculus with 2 samples. Its data were reported in "Cancer cells impair monocyte-mediated T cell stimulation to evade immunity" (2024).

How the data were processed

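Single-cell RNA sequencing was performed on OT-1 CD8+ T cells, which carry a T cell receptor for an ovalbumin peptide, isolated from YUMM1.7^OVA melanomas grown in Rag2-deficient mice, which lack T and B cells of their own. The study names its tumour types N^TT (naive to targeted therapy) and R^TT (derived by exposure to MAPK pathway inhibitors until resistant). N^TT tumours respond to adoptive T cell transfer and R^TT tumours resist it. In culture, its R^TT cells resistant to BRAF inhibition were kept in dabrafenib. At day 7 after tumour injection, in vitro activated T cells were injected into the tumour, and 5 days later live CD45+ CD3+ CD8+ cells were sorted. Cells of 14 N^TT tumours and of 18 R^TT tumours were pooled into 1 library each. The probe-based Chromium Flex assay was used, in which probe pairs are ligated on fixed cells and counted by unique molecular identifiers (UMIs).

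The deposited values are whole-number UMI counts per gene and barcode, made by the authors with Cell Ranger on the mm10 reference, per the submitters' processing notes; no normalization had been applied to them. The tables held 19059 genes. Of the genes in the lists used here, 10 had no row and were not analysed here; ribosomal protein genes were not analysed here either, so the filter on their share removed 0 barcodes. Genes of 6 symbols that occur in more than 1 row were left out of lists. Coordinates are those of GENCODE M21 on GRCm38 (mm10), joined by gene identifier.

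The cell filter stated in the study was applied: more than 800 genes per barcode, under 10% mitochondrial UMIs (13 genes) and under 10% ribosomal UMIs. Counts were scaled to 10000 per cell by the sum of the cell and log transformed; 2000 variable genes, 15 principal components, 20 neighbours and the Leiden method at resolution 1 gave 19 clusters, without integration of the 2 libraries. A cluster was set aside where the markers of another cell type, from 11 marker lists (that of T cells included), stood on average more than 2 log2 units above their median over clusters, with 10 CPM added, and was called mixed where its T cell marker CPM was at least 0.5 times the median of the T cell clusters. The study removed other cell types by reference annotation, so its cell set can differ from the set used here. The 14 clusters left are called T cells here. Cluster 8 had 1 natural killer cell marker (Gzma) and 0 T cell markers among its 10 leading genes, and the comparisons were therefore repeated without it and within clusters. Clusters 5, 9, 10 and 11, led by granzyme genes, had 0 T cell markers and 0 markers of other types among theirs. They were kept, and no comparison was repeated without them. Barcodes of another cell type, pooled over the libraries and mostly from the R^TT library, were used as the background of shares, so they say little of the background in the N^TT library. Scrublet in scanpy 1.11.5 was run per library; its automatic threshold marked 1 cell of the N^TT library and 0 of the R^TT library, and was not used. Doublets were not removed in the main analysis; in an alternative chosen after seeing the data, cells at or above the median score of simulated doublets (732 N^TT and 543 R^TT T cells) were removed.

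With 1 library per group, no test between groups was possible, and no p-value is given: cells are not replicates. UMIs of the T cells were summed per library and scaled by the total of the library to CPM. A CPM has an exact Poisson 95% interval, a ratio the exact conditional binomial 95% interval and a share the Clopper-Pearson 95% interval; these cover counting error only, and leave out differences between tumours, pools and sorts. A count of 0 was set at 3 counts in ratios. For 24 gene lists, which like the settings above and most alternatives were fixed before the data were examined, the median log2 CPM ratio over members with at least 20 UMIs was taken, with a 95% interval from 200 Poisson draws of the counts, and its percentile among 10000 random lists of the same size matched on mean expression in 25 bins, as a description of these libraries. The study's effector memory and progenitor exhausted lists were published signatures and share 5 genes. Module scores were computed per cell as the mean log value of a list less that of 100 control genes per member, taken from 24 expression bins. For shares of cells with a UMI and for score distributions, each cell was thinned to 3000 UMIs, the largest of the depths considered that at least 80% of the T cells of each library reached; 1332 N^TT and 768 R^TT T cells were shallower and were left out.

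Named genes were chosen by a rule fixed at the same time, among genes with at least 100 UMIs in the T cells of both libraries together and 20 CPM in the higher library: the 10 largest ratios in each direction, leaving out genes whose CPM in the removed cells exceeded 3 times that in the T cells of the higher library; the 4 largest in each direction without that exclusion; up to 4 members per list with the largest ratios; and 8 genes the study names. Values of all of them were computed and a part is printed; 1 gene chosen by the rule is not reported here. The ratio and list steps were tested on simulated counts for 15576 genes with the totals of the filtered cells of the N^TT and R^TT libraries. The direction was recovered for 100 of 100 genes changed 2-fold and for 100 of 100 changed 4-fold, and the interval held the true ratio for 94 and 95 of them. The counts were Poisson draws without spread between tumours or pools and without RNA from other cells. That test therefore covers counting error only, and clustering was not part of it.

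Alternatives were TMM factors (edgeR 4.0.16 in R 4.3.3), median-of-ratios scaling, the mean over cells of CPM, thinned cells, at least 1500 genes per cell, no cell filter, other cell types kept, other summaries of the lists, and T cells without G2/M transcripts. Removal of high doublet scores, T cells without cluster 8 or cluster 14, and T cells of 3000 to 9000 UMIs were added after seeing the data. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9 and leidenalg 0.10.2. A deposited barcode list of the whole series was not used here.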

Results

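To compare the state of tumour-specific T cells in responsive and resistant melanomas, the transcriptomes of OT-1 CD8+ T cells recovered 5 days after injection into YUMM1.7^OVA melanomas of the N^TT or R^TT type were examined. The N^TT library held 46142986 UMIs and the R^TT library 98236916 UMIs. The median barcode had 4751 UMIs in the N^TT library and 7830 in the R^TT library. Each library is 1 pool of tumours, so no difference below has a replicate check, and every comparison is one between these 2 libraries.

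The filter kept 7991 N^TT and 9689 R^TT barcodes. T cells made up 7056 of the N^TT barcodes (88.3%, 95% interval 87.6 to 89.0%) and 7585 of the R^TT barcodes (78.3%, 77.5 to 79.1%), with median depths of 4919 and 8205 UMIs. The remaining cells had passed a sort for CD45, CD3 and CD8. Monocyte/macrophage-like cells (led by Apoe, C1qa and Lyz2 in one cluster and by Chil3 and Il1b in the other) numbered 588 and 1031, fibroblast-like cells (Col1a2, Sparc) 29 and 927, and dendritic-like cells (Xcr1, Clec9a) 67 and 12 in the N^TT and R^TT libraries. A further 251 N^TT and 134 R^TT cells carried T cell and myeloid transcripts together. Within the T cells, the summed CPM of monocyte/macrophage markers was 614 in the N^TT and 478 in the R^TT library, and that of fibroblast markers 4.10 and 64.5. Natural killer cell markers (643 and 258) and melanoma markers (802 and 432) were higher in the N^TT T cells, and dendritic markers (530 and 1207) in the R^TT T cells. Most of the natural killer difference was Gzma (445.4 and 82.1 CPM), also a gene of the effector memory list. Most of the dendritic difference was Ccr7 (365.9 and 1016 CPM), also a gene of the stem memory list. Melanoma markers summed to 795, 935 and 806 CPM in T cell clusters 2, 3 and 4. In the monocyte/macrophage-like clusters 15 and 17 that sum was 458 and 736 CPM. Whether these UMIs come from the T cells or from tumour cells was not tested. Most T cell clusters came largely from 1 library: clusters 2, 3 and 4 held most N^TT T cells, and clusters 1, 5 and 7 held the largest groups of R^TT T cells.

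The study asked whether T cells acquire effector memory features in these tumours. Genes of the effector memory signature were higher in the N^TT library for 23 of 24 measured members, 14 of them at least 2-fold, with a median log2 ratio of 1.24 (95% interval 1.18 to 1.29). That median lay at percentile 100 of random lists, of which 95% had medians between -0.29 and 0.14. The chemokine receptor Cxcr6 (chromosome 9, 123806475 to 123811760) was at 349.8 CPM in N^TT and 61.6 CPM in R^TT T cells, 5.68-fold higher (5.49 to 5.88). The granzymes Gzmk and Gzma were 6.91-fold (6.42 to 7.44) and 5.43-fold (5.27 to 5.59) higher, and Slamf7 was 3.62-fold higher in the N^TT library. Eomes, a T-box factor, was the exception, at 59.8 CPM in N^TT and 151.7 CPM in R^TT T cells. At 3000 UMIs per cell, 56.9% of N^TT T cells (55.6 to 58.2%) and 16.2% of R^TT T cells (15.3 to 17.1%) had a Cxcr6 UMI, against 2.30% of monocyte/macrophage-like and 1.90% of fibroblast-like cells; without thinning the shares were 70.1% and 29.6%. The mean module score of thinned cells was 0.483 (SD over cells 0.275) in the N^TT and 0.103 (SD 0.236) in the R^TT library, and 7.16% of R^TT cells lay above the N^TT median. Among T cells of 3000 to 9000 UMIs the median of the effector memory list was 0.80, the Cxcr6 CPM ratio was 3.46 and the log2 ratios of Gzma and Gzmk were 1.61 and 2.00. The list's summed CPM was 1.71-fold higher in the N^TT library, and among T cells without G2/M transcripts Cxcr6 was 3.13-fold higher there.

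**Figure D1:**
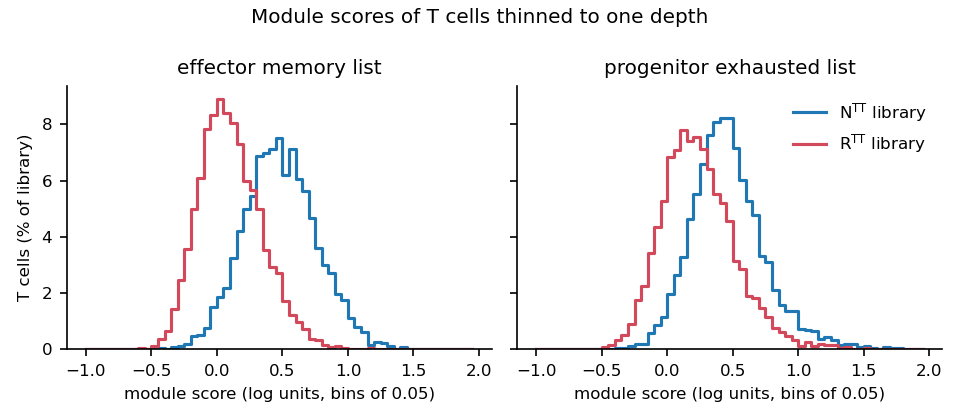
Distribution of per-cell module scores (x axis, log units) as percent of the T cells of each library (y axis), with each cell thinned to 3000 UMIs, for the effector memory list (left) and the progenitor exhausted list (right). The mean effector memory score was 0.483 in the N^TT library (blue) and 0.103 in the R^TT library (red); for the progenitor exhausted list the means were 0.462 and 0.237.

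The progenitor exhausted signature, which shares 5 genes with the effector memory list, was also higher in the N^TT library, by a median log2 ratio of 0.51 (0.49 to 0.52) over 24 genes. Members higher in the N^TT library numbered 19, with 6 at least 2-fold higher, among them Tox, a factor of T cell exhaustion, at 154.1 and 56.0 CPM, Lyst at 207.5 and 79.0 CPM, and the chemokine Ccl4 at 773 and 295 CPM. Of the 5 members higher in the R^TT library, 3 were at least 2-fold higher: Cd70 (6.17-fold, 5.69 to 6.69), Tnfsf4 and Crtam. The median for homing and residency genes was 1.54 (1.48 to 1.60), with 9 of 14 members at least 2-fold higher in the N^TT library and 0 at least 2-fold higher in the R^TT library. The chemokine receptor Ccr2 was at 180.1 and 18.3 CPM, and Zfp683, which encodes the residency factor Hobit, at 23.7 and 0.476 CPM, 49.7-fold higher (35.3 to 72.2) in the N^TT library. The median of the progenitor exhausted list was 0.77 with other cell types kept, that of the homing residency list was 0.96 among T cells of 3000 to 9000 UMIs, and the log2 ratio of Zfp683 was 4.88 in thinned cells.

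Interferon-stimulated genes showed the largest difference of the 24 lists. All 34 measured type I interferon genes were higher in the N^TT library, 33 of them at least 2-fold, with a median log2 ratio of 3.29 (3.07 to 3.34; percentile 100 of random lists). Ifi27l2a was at 1196 CPM in N^TT and 17.1 CPM in R^TT T cells, 70.0-fold higher (66.1 to 74.2), and 80.3% against 5.12% of thinned T cells had a UMI of it (86.2% and 9.74% without thinning; 2.46% of thinned fibroblast-like and 57.3% of thinned monocyte/macrophage-like cells). The ubiquitin-like modifier Isg15 was at 238.6 and 8.15 CPM and Oas1a, which senses double-stranded RNA, at 68.8 and 1.41 CPM. Of the list, Ifit1 and Ifit1bl1, and outside it Ifi206 and Ifi208, belong to families of similar sequence, and their separate ratios of 40.4, 38.8, 26.9 and 29.4 are less certain than the direction of the families. Interferon gamma response genes had a median of 1.11 (1.07 to 1.14), with 23 of 23 members higher in the N^TT library, including the guanylate-binding protein genes Gbp6 (6.76-fold) and Gbp9 (5.97-fold) and the GTPase gene Iigp1 (14.3-fold), which was 4.26 times higher in the removed cells than in N^TT T cells. The summed CPM of monocyte/macrophage markers was 1.29 times higher in the N^TT than in the R^TT T cells, and 7 members of the type I interferon list had a CPM in the removed cells over 3 times that in T cells; the median without them was 2.93. The summed CPM of the type I interferon list was 4.05-fold higher in the N^TT library. With other cell types kept, the log2 ratios of Ifi27l2a, Isg15, Oas1a and Iigp1 were 5.19, 3.31, 3.35 and 0.63.

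**Figure D2:**
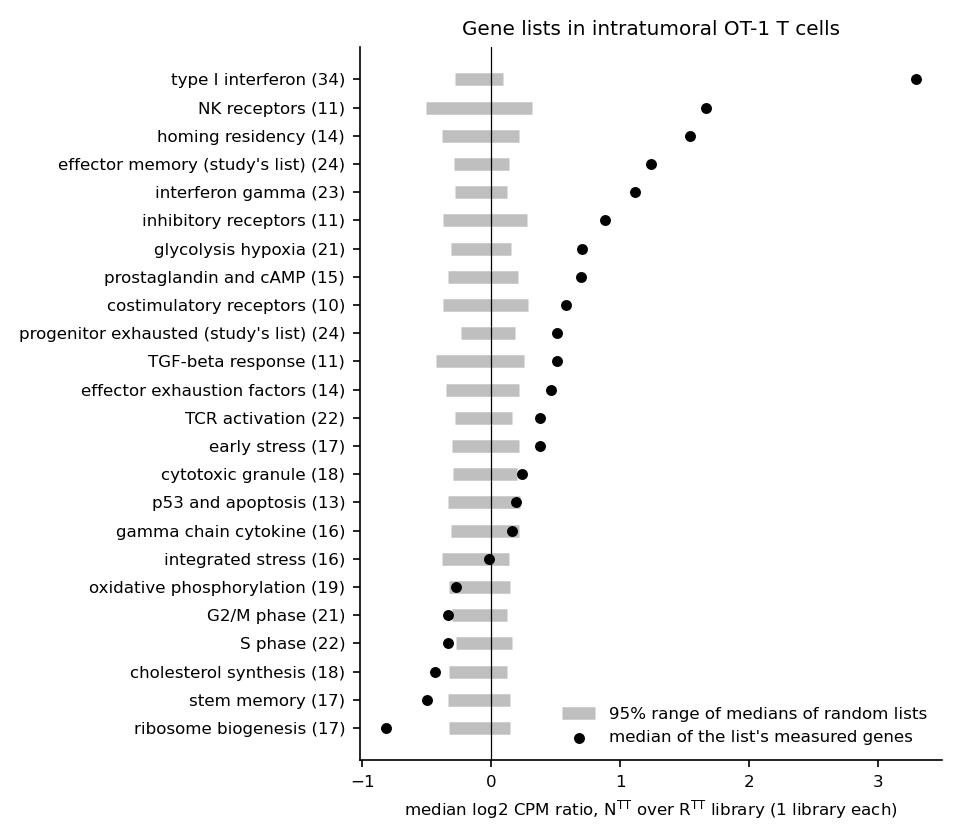
Median log2 CPM ratio, N^TT over R^TT library (x axis), for each of 24 gene lists (y axis, number of measured genes in brackets); grey bars give the 95% range of medians of 10000 expression-matched random lists. The type I interferon list is farthest to the right at 3.29, and the ribosome biogenesis list farthest to the left at -0.81.

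The study distinguished differentiated and stem-like T cells by TCF1, PD1 and TIM3 protein; the corresponding transcripts Tcf7, Pdcd1 and Havcr2 were read here as the presence of a UMI. At 3000 UMIs per cell, Tcf7-Pdcd1+Havcr2+ cells made up 52.1% of N^TT T cells (50.8 to 53.4%) and 31.3% of R^TT T cells (30.2 to 32.5%), against 1.90% of fibroblast-like cells. Without thinning these shares were 64.5% and 47.6%. Tcf7+Pdcd1+Havcr2- cells made up 1.94% (1.60 to 2.33%) of N^TT and 11.1% (10.4 to 11.9%) of R^TT T cells, and 2.78% and 19.7% without thinning; fibroblast-like cells gave 1.34%. A Tcf7 UMI was present in 3.23% of N^TT and 13.8% of R^TT thinned T cells, in 0.822% of monocyte/macrophage-like cells and in 8.05% of fibroblast-like cells. Shares of cells with a UMI are not shares of cells with the protein.

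**Figure D3:**
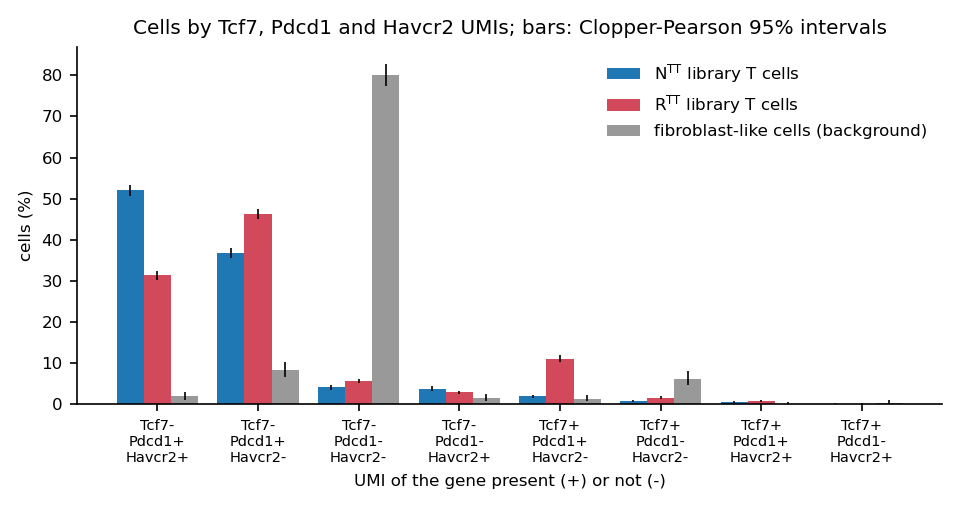
Percent of cells (y axis) in each combination of Tcf7, Pdcd1 and Havcr2 UMIs present or not (x axis), in thinned T cells of the N^TT library (blue), of the R^TT library (red) and in fibroblast-like cells (grey); error bars are Clopper-Pearson 95% intervals. The Tcf7-Pdcd1+Havcr2+ share is 52.1% in the N^TT and 31.3% in the R^TT library.

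The stem memory list was higher in the R^TT library over all 17 members, with a median log2 ratio R^TT over N^TT of 0.49 (0.43 to 0.55). There, 6 of 17 members were at least 2-fold higher, against 2 in the N^TT library (Foxo1 and Ltb). Tcf7 was at 18.4 CPM in N^TT and 59.9 CPM in R^TT T cells, 3.26-fold higher (3.02 to 3.53), Dapl1 was 5.92-fold higher, Slamf6 3.19-fold higher and the inhibitor of DNA binding Id3 3.71-fold higher in the R^TT library. Id3 was 3.99 times higher in the removed cells than in R^TT T cells. The median log2 ratio N^TT over R^TT of the list was -0.14 over members not high in the removed cells, -0.33 with other cell types kept and -0.89 among T cells of 3000 to 9000 UMIs, where that of Tcf7 was -2.60. Inhibitory receptors were higher in the N^TT library for 9 of 11 members, with a median of 0.88 (0.86 to 0.92). Pdcd1, which encodes PD1, differed least among those named, at 1595 and 1180 CPM, while Ctla4 was at 1345 and 509 CPM, Havcr2 at 323.5 and 174.5 CPM, and the ectonucleotidase gene Entpd1 at 182.4 and 44.5 CPM. Costimulatory receptors had a median of 0.58 (9 of 10 higher in the N^TT library, such as Icos at 208.5 and 104.0 CPM), and factors of effector and exhausted cells one of 0.46 (9 of 14 higher in the N^TT library). Among the latter, Prdm1 was 2.63-fold and Tbx21 2.05-fold higher in the N^TT library. Among T cells of 3000 to 9000 UMIs the medians of the inhibitory receptors list and the effector exhaustion factors list were 0.55 and 0.19. The summed CPM of the costimulatory receptors list was 1.28-fold higher in the N^TT library, and its median log2 ratio was 0.87 with other cell types kept.

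The study read recent T cell receptor signalling from Nur77, the product of Nr4a1, with a GFP reporter, sooner after T cell transfer than here. The values below are of RNA, 5 days after intratumoral injection. Nr4a1 was at 706 CPM in N^TT and 337 CPM in R^TT T cells, 2.10-fold higher (2.06 to 2.13). Genes of T cell receptor activation had a median of 0.38 (0.28 to 0.41; percentile 99.95), with 16 of 22 members higher in the N^TT library. Ccl3 was 2.21-fold higher there, whereas the chemokine Ccl1 was 4.22-fold higher (4.00 to 4.46) in the R^TT library. The early stress list, of immediate early and heat shock genes that also respond to tissue dissociation, had a median of 0.38 with 14 of 17 members higher in the N^TT library, including Fosb (2.66-fold) and Junb (795.8 and 397.9 CPM); Zfp36, in the same list, was 6.74 times higher in the removed cells. Without cluster 8 the median of the tcr activation list was 0.22, and it was 0.22 among T cells of 3000 to 9000 UMIs; the log2 ratio of Ccl3 was 0.37 without cluster 8, against 1.15 with it. In thinned cells the early stress list had a median of 0.23, and with other cell types kept it was 0.22 and the log2 ratio of Fosb 0.49.

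Granzyme genes went in both directions. Gzmb was the most abundant of them in both libraries, at 8152 CPM in N^TT and 5782 CPM in R^TT T cells. Gzma and Gzmk were higher in the N^TT library, as given above, and Gzmf (chromosome 14, 56205263 to 56211417) was 7.48-fold higher (7.35 to 7.61) in the R^TT library, at 331.4 and 2478 CPM. A Gzmf UMI was present in 18.0% of N^TT and 48.6% of R^TT thinned T cells, 12.1% of fibroblast-like and 15.6% of monocyte/macrophage-like cells (20.1% and 63.3% of T cells without thinning). Gzmg was 11.7-fold higher (9.36 to 14.8) in the R^TT library. Gzmf and Gzmg are neighbours of similar sequence on chromosome 14, and whether their probes tell them apart was not tested. The cytotoxic granule list as a whole had a median log2 ratio N^TT over R^TT of 0.24, and its summed CPM was 18454 in N^TT and 19239 in R^TT T cells, so that median and sum went in opposite directions. Among T cells of 3000 to 9000 UMIs the median of the cytotoxic granule list was 0.033.

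**Figure D4:**
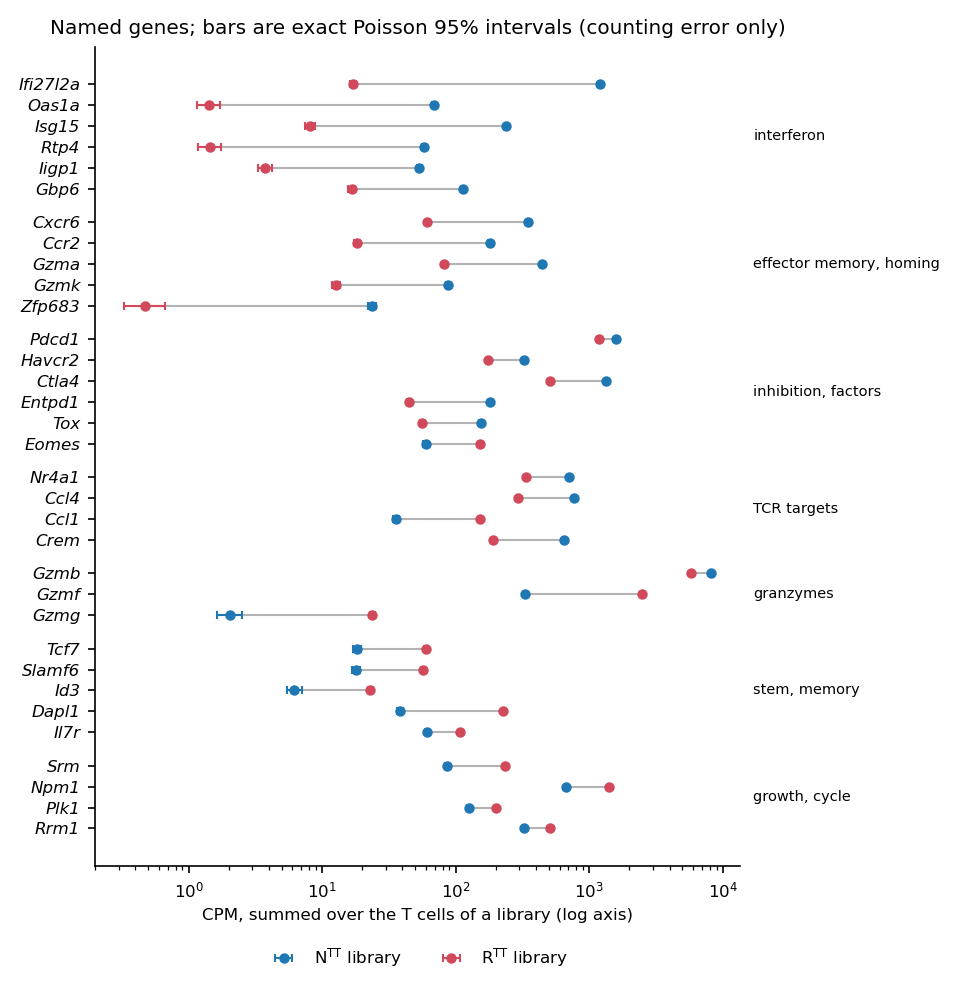
CPM over all T cells of a library (x axis, log scale) for named genes (y axis), N^TT library in blue and R^TT library in red, with exact Poisson 95% intervals. Ifi27l2a (1196 and 17.1 CPM) lies higher in the N^TT library and Gzmf (331.4 and 2478 CPM) higher in the R^TT library.

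The study observed expansion of T cells in N^TT tumours by imaging. It also read T cell proliferation by dilution of a dye (CFSE) in flow cytometry, and reported an early burst in N^TT tumours. The dye was read sooner after intratumoral injection than the 5 days of the cells sequenced here. In the sequenced T cells, all 43 measured S and G2/M phase genes were higher in the R^TT library, by a median log2 ratio of 0.33 (0.32 to 0.34), and 0 of them by 2-fold or more; with TMM scaling 37 of the 43 were higher there. Plk1, a mitotic kinase, was at 125.1 and 201.0 CPM and Rrm1, a subunit of ribonucleotide reductase, at 328 and 508 CPM in the N^TT and R^TT libraries. With TMM scaling the median log2 ratio N^TT over R^TT of these genes was -0.21, and among T cells of 3000 to 9000 UMIs it was -0.14. Ribosome biogenesis genes were higher in the R^TT library for 17 of 17 members, with a median of 0.81 (0.80 to 0.88), and for 17 of 17 with TMM scaling, including the spermidine synthase gene Srm (2.70-fold) and the nucleolar Npm1 (671.8 and 1416 CPM). Cholesterol synthesis genes followed (17 of 18 higher in the R^TT library, 13 with TMM scaling), with a median of 0.43 (0.36 to 0.51) and Sqle 2.21-fold higher in the R^TT library. Oxidative phosphorylation genes had a median of 0.27 in the same direction, within the range of random lists. Genes of glycolysis and hypoxia were higher in the N^TT library, by a median of 0.71 (0.65 to 0.76) with 18 of 21 members, among them the lactate transporter gene Slc16a3 (290.3 and 78.8 CPM) and the glucose transporter gene Slc2a3 (434.1 and 159.3 CPM). Among T cells of 3000 to 9000 UMIs the median of the ribosome biogenesis list, N^TT over R^TT, was -0.50 and the log2 ratio of Srm -0.83. With other cell types kept, the medians of the cholesterol synthesis list and the glycolysis hypoxia list were -0.69 and 0.40.

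Prostaglandin E2 receptors on T cells were also read. Ptger2 was at 113.1 CPM in N^TT and 74.8 CPM in R^TT T cells, 1.51-fold higher (1.45 to 1.57), and Ptger4 was at 52.7 and 52.0 CPM, a ratio of 1.01 (0.960 to 1.07) that was not distinguishable from equality at this depth. All 15 members of the prostaglandin and cAMP list were higher in the N^TT library, with a median of 0.69 (0.65 to 0.74), such as the cAMP-responsive Crem (653.7 and 189.7 CPM) and Rgs2 (4.85-fold). The list shares Nr4a1 and its relatives with the T cell receptor list. Genes of gamma chain cytokine signalling had a median of 0.16, within the range of random lists, with Cish 3.04-fold higher in the N^TT library and the receptor gene Il7r 1.77-fold higher in the R^TT library. Natural killer cell receptors were higher in the N^TT library for 11 of 11 members, with a median of 1.67 (1.14 to 1.91), including Klre1 (6.11-fold) and Klrc1 (765.1 and 346.9 CPM). Fcer1g, at 144.2 and 23.4 CPM, was 8.57 times higher in the removed cells. For the nk receptors list the median was 0.98 as the mean over cells, 1.03 in thinned cells and 0.90 among T cells of 3000 to 9000 UMIs. The TGF-beta response list (tgfb response list) had a median of 0.51 with 6 of 11 members high in removed cells, and it turned to -0.045 among T cells of 3000 to 9000 UMIs and to -0.14 with other cell types kept, so no direction is given for it. The p53 and apoptosis list had a median of 0.20, within the range of random lists, with Cdkn1a 2.90-fold higher in the N^TT library. The integrated stress list had a median of -0.01, with Ddit3 3.18-fold higher in the N^TT library and Asns 1.84-fold higher in the R^TT library and 3.16 times higher in the removed cells. With other cell types kept, the log2 ratios of Cdkn1a, Ddit3 and Fcer1g were 0.32, 0.27 and 0.84, and that of Cish was 0.88 among T cells of 3000 to 9000 UMIs.

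Outside the lists, the largest ratios toward the R^TT library were those of Fam178b, at 1.49 CPM in N^TT and 113.4 CPM in R^TT T cells (76.1-fold, 59.0 to 99.8), the chemokine receptor gene Ccr6 (0.969 and 42.4 CPM), Lad1 (6.01 and 240.7 CPM), the p53 relative Trp73 (1.14 and 40.1 CPM), Tff1 (4.07 and 98.5 CPM), the chemokine gene Cx3cl1 (1.04 and 20.1 CPM) and the cytokine subunit gene Il23a (2.11 and 39.8 CPM). The CPM of Cx3cl1 in the removed cells, 36.4, was above that in R^TT T cells, while for the other 6 genes it was below.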

Values the study reported

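By flow cytometry of T cells after intratumoral transfer, the study reported that about 5% of T cells in both tumour types kept a stem-like state, defined as TCF1-positive, PD1-positive and TIM3-negative. It also reported that differentiated T cells, defined as TCF1-negative, PD1-positive and TIM3-positive, were reduced in R^TT compared with N^TT tumours.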

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

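The tests of random pairs, of granzyme probes reading Gzmb RNA and of a difference between pools were chosen only after the result was seen, as were the genes named for the cells set aside from the comparisons. Monocyte/macrophage-like cells (588 N^TT and 1031 R^TT cells; cluster 15 held most N^TT cells and cluster 17 most R^TT cells) had all 34 type I interferon genes higher in the N^TT library, with a median log2 ratio of 2.14. The same list had a median of 5.15 in fibroblast-like cells, of which the N^TT library held 29. In monocyte/macrophage-like cells, Cxcl10 was 2.93-fold higher (95% interval 2.77 to 3.11) and Il15 3.85-fold higher (2.94 to 5.07) in the N^TT library, and Arg1 was 6.83-fold higher (6.03 to 7.76) and Chil3 13.8-fold higher (12.9 to 14.8) in the R^TT library. Cells with T cell and myeloid transcripts together numbered 251 in the N^TT and 134 in the R^TT library.

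The type I interferon list stood far above random lists in N^TT T cells. With each cell thinned to 3000 UMIs the median was 3.09. Thinning keeps the expected share of each gene in a cell, so it cannot decide on depth as the cause. Among T cells of 3000 to 9000 UMIs, a window chosen after seeing the data, the median was 2.57, against 3.29 over all T cells. That value argues against depth per cell as the whole account, but depth can still differ within the window, and a part stays open. RNA from other cells could give at most 9.16% of the difference in summed CPM, taking all monocyte/macrophage marker UMIs in N^TT T cells as such RNA and none in R^TT T cells. A difference between pools that is unrelated to tumour type cannot be told apart from one of tumour type with 1 library per group. The tumour type, the biological difference that the design names, stays open as well, since it was not tested against any second pool.

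Granzymes parted between the libraries, Gzma and Gzmk being higher in the N^TT library and Gzmf and Gzmg in the R^TT library. Gzmc, Gzmd and Gzme, chosen after their values were seen, were at 1069, 104.7 and 95.4 CPM in N^TT and 3837, 528 and 452 CPM in R^TT T cells. If probes of Gzmc to Gzmf read Gzmb RNA, the ratio to Gzmb would be alike in both libraries, but the smallest of the 4 fold differences of that ratio, for Gzmc, was 5.06. Thinning left the smallest of the 4 folds at 3.50. It keeps the expected share of each gene in a cell, so it cannot decide on depth as the cause. Reads shared among Gzmc to Gzmg themselves were not tested and stay open, as do depth per cell and tumour type.

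Cells with T cell and myeloid transcripts had median depths of 9715 UMIs in the N^TT and 14872 in the R^TT library, above the 4919 and 8205 of T cells. Joined cells would leave few genes above every other class, but so would any other blend of profiles, so this cannot single them out. Of genes at 50 CPM or more, 0.108% (N^TT library) and 0% (R^TT library) exceeded 2 times their level in every other class. The 5 exceptions were mast cell protease genes (Cma1, Mcpt1, Mcpt2, Mcpt4 and Tpsb2), and 1 cell held at least 3 Mcpt2 UMIs. Random pairs at a rate set by the number of barcodes are argued against as the whole account of the gap between libraries: the pair rate needed was 21.7% in N^TT and 8.21% in R^TT cells, a ratio of 2.64 (2.14 to 3.29), whereas the ratio of barcodes was 0.810. Joining of cells in the tumour, in the suspension or in the sort was not tested.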

How the results depend on the processing

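No paired analysis was possible because each group has 1 library and no result comes from a test. Values were called moved where they left the 95% counting interval, which is narrow here; the cause was not tested. List values are log2 ratios N^TT over R^TT. Over all T cells, the 5 results of the next paragraph kept their direction under the alternatives given there; within single clusters the cell cycle median was above 0 in 2 of 6. The planned removal of Scrublet doublets was not run, because its threshold marked 1 cell; the removal of high scores, of clusters 8 and 14, and of T cells outside 3000 to 9000 UMIs were chosen after seeing the data. TMM and median-of-ratios scaling move every log2 ratio toward N^TT by 0.12.

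The median of the effector memory list (1.24) was 1.36 with either scaling, 0.99 as the mean over cells, 1.00 in thinned cells, 1.03 with other cell types kept, 0.80 at 3000 to 9000 UMIs, 0.85 without G2/M transcripts, 0.77 by summed CPM and 1.56 without the shared genes; the module score differed by 0.411. The median of the progenitor exhausted list (0.51) was 0.63 with either scaling, 0.56 as the mean over cells, 0.57 in thinned cells, 0.77 with other cell types kept, 0.46 without cluster 8, 0.56 at 3000 to 9000 UMIs, 0.37 without G2/M transcripts, 0.57 by summed CPM and 0.44 without the shared genes; the module score differed by 0.223. The Cxcr6 CPM ratio (5.68) was 6.18 with TMM, 6.17 with median-of-ratios, 4.44 as the mean over cells, 4.87 in thinned cells, 6.86 with other cell types kept, 3.46 at 3000 to 9000 UMIs and 3.13 without G2/M transcripts. The median of the type I interferon list (3.29) was 3.41 with either scaling, 2.93 as the mean over cells, 2.81 with other cell types kept, 3.35 without cluster 8, 2.57 at 3000 to 9000 UMIs, 2.37 without G2/M transcripts, 2.02 by summed CPM and 2.93 without members high in other cells. The median of the cell cycle lists (-0.33) was -0.21 with either scaling, -0.40 as the mean over cells, -0.30 at 1500 genes, -0.13 with other cell types kept, -0.28 without cluster 8 and -0.14 at 3000 to 9000 UMIs.

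The Tcf7-Pdcd1+Havcr2+ shares (52.1% N^TT, 31.3% R^TT) were 64.5% and 47.6% with all UMIs, 19.1% and 10.3% at 1000 UMIs, 48.0% and 25.7% with other cell types kept, and 35.4% in R^TT cells of 3000 to 9000 UMIs. The numbers of T cells kept stayed within counting error at the other resolutions and by markers per cell. Of the other lists, the median of the cytotoxic granule list turned to -0.060 by summed CPM, and that of the tgfb response list (TGF-beta) to -0.14 with other cell types kept and -0.045 at 3000 to 9000 UMIs. With other cell types kept, the log2 ratios of Areg, Egln3, Egr1 and Phlda3 turned to -1.40, -0.11, -0.44 and -0.85. The integrated stress median and the Ptger4 ratio, neither of them distinguishable from 0 by counting, took both signs.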

Other observations

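The values of the next 2 paragraphs were chosen after the data were seen. Fibroblast-like cells, which the sort should have excluded, were 9.57% of the R^TT library (95% interval 8.99 to 10.2%) and 0.363% of the N^TT library (0.243 to 0.521%). They held Ptges, which encodes a prostaglandin E synthase, at 470.3 CPM in the R^TT library (8558 UMIs) and 27.9 CPM in the N^TT library (9 UMIs), a ratio of 16.9 (8.88 to 36.9), and Ptgs2, which encodes cyclooxygenase 2, at 1187 and 393 CPM. In the opposite direction, the chemokine genes Cxcl9 and Cxcl10 were at 2974 and 2794 CPM in the 29 N^TT cells and at 11.9 and 45.2 CPM in the R^TT cells. Whether these cells are fibroblasts or tumour cells was not settled by the markers. Their summed CPM, over both libraries, was 15056.5 for fibroblast markers and 4914 for melanoma markers. In every other cluster the melanoma markers were lower, at most 935 CPM (cluster 3, a T cell cluster). In monocyte/macrophage-like cells Ptgs2 was at 781.6 CPM in the N^TT and 821 CPM in the R^TT library, a ratio R^TT over N^TT of 1.05 (0.995 to 1.11), Cxcl9 was 1.19-fold and Cd40 4.26-fold higher in the N^TT library, and Spp1 was 12.7-fold higher in the R^TT library.

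Within the 6 T cell clusters that held at least 50 cells of each library (clusters 1, 6, 7, 8, 12 and 14), the type I interferon median was above 0 in 6 of 6 and ranged from 0.73 to 2.31, below the 3.29 of all T cells. Of these clusters, cluster 14 had a median of 1509 UMIs, and its 10 leading genes against all other cells were mitochondrial. The effector memory median ranged from 0.34 to 0.97 and the Cxcr6 ratio from 1.47 to 5.81, each toward the N^TT library in all 6. Gzmf was 4.25-fold to 19.0-fold higher in the R^TT library in these clusters. Tcf7 went both ways: its ratio N^TT over R^TT was 1.26 (0.975 to 1.60), 1.16 (1.002 to 1.34), 0.749 (0.631 to 0.883), 0.436 (0.296 to 0.636) and 0.876 (0.465 to 1.79) in clusters 1, 6, 7, 8 and 12, and cluster 14 had 0 Tcf7 UMIs in the N^TT library. The intervals of clusters 1 and 12 include 1. The cell cycle median was above 0 in 2 of 6 clusters and ranged from -1.43 to 0.01. The ribosome biogenesis median was above 0 in 1 of 6 (cluster 7, 0.05) and in the other 5 lay between -0.82 and -0.18. Clusters were formed on the same genes, and these values describe the 2 libraries only.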
